A study of Mus musculus with 12 samples.

How the data were processed

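RNA was profiled in 12 libraries of B16, an established mouse melanoma cell line. Per the labels' protocols and the series' design text, the line had been transfected for a short time with Cas9 and either a guide RNA against Adar (Adar sgRNA 1) or a guide without a target (control sgRNA 5), and then subcloned. The cells received interferon-beta (IFNb) at 1000 U per mL or the vehicle, phosphate-buffered saline with albumin, for 36 h. Each of the 4 groups has 3 libraries: control cells with vehicle, control cells with IFNb, Adar-null cells with vehicle and Adar-null cells with IFNb. The design text also mentions an arm with interferon-gamma, which is not analysed here. Nothing in the labels says that the 3 libraries of a group came from separate cultures, so every p-value measures only the spread between these libraries, which may be technical. Each genotype is given by 1 guide and its subcloned cells, so a difference between genotypes is also a difference between subcloned populations.

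Per the labels' protocols, total RNA was depleted of ribosomal RNA, made into directional libraries and sequenced from both ends. Per the submitters' processing notes, the tools were bcl2fastq 2.19.1, Trimmomatic 0.33, Bowtie2 2.2.4, HTSeq 0.6.1p1 and DESeq2, with the mm10 build of the mouse genome; the order of the steps, their settings, the strand setting of the counting and the annotation are not given in the sources used here. The deposited table holds raw counts of reads per gene symbol, whole numbers that were not normalised by the authors. It has 23336 symbols, of which 17070 have at least 1 count in the 12 libraries. In it, 25 symbols read as dates, so the genes behind them are not named here. Total counts per library ranged from 5375649 to 7153480, and a common biological coefficient of variation of 0.0397 was estimated. A total of 3 counts over a group of 3 libraries corresponds to 0.157 to 0.173 CPM (counts scaled to a common library size, after TMM), depending on the group; this was taken as the floor, and floors and counting intervals cover counting error only. Rn45s, the ribosomal RNA precursor, held 21.1% to 28.5% of the counts of a library. Genes with near-identical copies (class I H2 genes, Oas1, Gbp and Ifi families, histone genes) are uncertain, since short reads can be divided among copies in a way the sources used here do not state.

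From the deposited counts, genes were filtered with filterByExpr by group, which left 11561 genes. Library sizes were scaled by TMM, and the edgeR quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest) was run over all 12 libraries in a single fit with 1 term per group. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison. Of the 5 comparisons, 2 set Adar-null against control cells under vehicle or under IFNb, 2 set IFNb against vehicle within a genotype, and the last is the interaction, the response of Adar-null cells minus that of control cells. Values after ± are, for log2 fold changes, Wald standard errors from the fitted quasi-likelihood variance, not below counting error, and standard deviations over 3 libraries for CPM. Where all libraries of a group were at 0, a fold is given as a bound against the floor; with 1 to 3 counts it is given with an exact 95% counting interval.

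Before the data were examined, 28 gene lists were fixed from textbook knowledge: interferon-stimulated genes, GBP and IRG GTPases with other genes typical of interferon-gamma, MHC class I presentation, interferon receptors and JAK-STAT signalling, double-stranded RNA sensing, interferon genes, ATF4 targets of the integrated stress response, chaperones of the endoplasmic reticulum, NF-kB and cytokine genes, p53 targets, cell death, G1/S and DNA replication, G2/M and mitosis, MYC targets and ribosome biogenesis, the melanocyte programme, dedifferentiated melanoma, extracellular matrix, cholesterol synthesis, glycolysis and hypoxia, oxidative phosphorylation, ribosomal proteins, heat shock and NRF2 targets, checkpoint ligands, RNA editing and modification enzymes, leukocyte markers, markers of fibroblasts, endothelium and epithelium, mitochondrial transcripts, and histones with small RNAs that lack poly(A). The last list, called histones and small RNAs below, also holds Rn45s, which is not a small RNA. The extracellular matrix list, called matrix genes below, also holds mesenchymal genes that are not matrix genes, such as Vim, Snai1 and Acta2. The 25 lists with at least 3 tested members were tested with camera in limma (preset correlation 0.01, logCPM with a prior count of 2). Their p-values were adjusted over the lists within a comparison. Camera with an estimated correlation and fry were alternatives. Members called are counted over all genes tested and, where this differs, adjusted over the list alone.

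The genes named follow a rule that was also fixed before the data were examined: Adar; per comparison the 8 largest rises and the 8 largest falls among called genes with an average logCPM of at least 3, leaving out predicted, Rik, pseudogene and non-coding symbols; and per list up to 3 called members with the smallest p, and the most abundant member where it was not called. Some of these are left out of the text, a choice made after the results were seen, and a gene named outside the rule is said to be so. Coordinates are from GENCODE vM21 on GRCm38, the assembly that mm10 corresponds to.

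Alternatives tried were DESeq2 size factors, upper-quartile scaling, library size without TMM, TMM without the interferon lists, no filter, a filter at a CPM of 1 in 6 libraries, limma-voom, the DESeq2 Wald test, glmTreat against a 1.5-fold change, fits on the groups compared alone, the replicate number as a block, each library left out in turn and, chosen after seeing the data, library sizes without Rn45s. The test was run on simulated counts with 200 changed genes, 50 at each fold, among 11561 genes. For the vehicle comparison it recovered 58% of 1.25-fold, 84% of 1.5-fold and 98% of 2-fold changes, with 3.95% false calls. For the interaction it recovered 30%, 58% and 90% at the same folds, with 1.42% false calls. For the response to IFNb it recovered 60% of 1.25-fold and 92% of 2-fold changes in control cells, with 4.62% false calls. In Adar-null cells it recovered 64% and 100%, with 6.49% false calls, and between genotypes under IFNb 60% and 100%, with 6.01% false calls. The real comparisons with IFNb called 6133 to 8388 genes, a breadth of change that the simulation did not cover. Recovery is not given by abundance, so these shares do not describe genes near the floor. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.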

Results

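The transcriptome of B16 mouse melanoma cells was compared between Adar-null and control cells, each with and without IFNb for 36 h, in 4 groups of 3 libraries. Adar encodes the adenosine deaminase that edits double-stranded RNA. IFNb is a type I interferon, which acts through the IFNAR receptor and JAK-STAT signalling. The libraries held 5375649 to 7153480 counts, and 11561 genes were tested. On the first principal component, with 68.1% of the variance, the vehicle libraries of both genotypes lay between 44.5 and 46.2, the control libraries with IFNb between -9.27 and -8.54, and the Adar-null libraries with IFNb between -82.4 and -81.3. On the second component, with 22.6%, the control libraries with IFNb lay apart, between -53.2 and -50.6. The Adar-null libraries with IFNb lay there between 21.7 and 22.5, and the vehicle libraries between 11.5 and 18.2. Between replicates of a group, chi-square per degree of freedom was 1.48 to 3.36, so no pair of libraries agreed within sampling noise.

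The targeted gene, Adar, on chromosome 3 from 89715022 to 89753446 of GRCm38 (plus strand), was counted in every library. Its normalised count was 72.2 ± 2.05 CPM (n = 3) in control cells with vehicle and 59.5 ± 5.26 CPM in Adar-null cells with vehicle. With IFNb it was 384 ± 7.47 CPM in control cells and 408 ± 21.2 CPM in Adar-null cells. Adar was thus lower in Adar-null cells under vehicle (log2 fold change -0.28 ± 0.06, adjusted p = 0.0017). It rose with IFNb in both genotypes, by 2.41 ± 0.05 in control and 2.78 ± 0.06 in Adar-null cells. Under IFNb the difference between genotypes did not pass the test (0.09 ± 0.05, adjusted p = 0.0817). With upper-quartile scaling, with limma-voom or without the Adar-null library with IFNb of replicate 3, it passed at adjusted p values of 0.00996, 0.0498 and 0.03. Small deletions made by Cas9 need not lower a count over the whole gene, so these counts do not test the deletion.

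**Figure D1:**
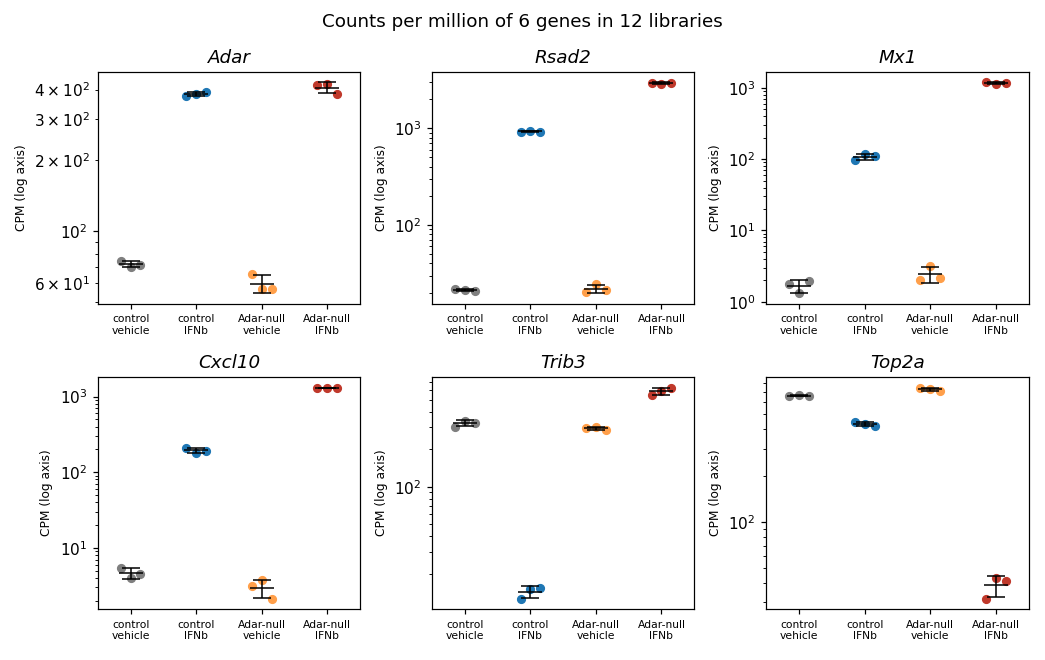
Normalised counts (CPM, log axis) of Adar, Rsad2, Mx1, Cxcl10, Trib3 and Top2a in the 12 libraries, by group; points are libraries, and bars give the mean and the standard deviation over 3 libraries. Mx1 lies near 1160 CPM in Adar-null cells with IFNb and near 107 CPM in control cells with IFNb, Trib3 falls with IFNb in control cells only, and Top2a falls to 38.7 CPM in Adar-null cells with IFNb.

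The vehicle comparison asks how Adar-null cells differ from control cells before any cytokine is added. The difference was small: 753 genes were called, 285 higher and 468 lower in Adar-null cells, and 52 of them differed by at least 2-fold, 41 of these being lower. Among the lower genes were Gxylt2, a xylosyltransferase gene (log2 fold change -3.23 ± 0.27), Cited1, a transcriptional co-regulator of the melanocyte lineage (-2.17 ± 0.28), and Loxl2, a lysyl oxidase of the matrix (-2.58 ± 0.29). Oca2, a pigmentation gene on chromosome 7, fell from 9.99 ± 0.63 to 0.856 ± 0.159 CPM (-3.52 ± 0.39, adjusted p = 3.39e-18). Of the 52 genes 11 were higher. The rises named here stayed under 2-fold, as in Cngb1, a channel subunit (0.86 ± 0.21), and Ephb6, an ephrin receptor gene (0.66 ± 0.16). The call of Ephb6 ended with the DESeq2 Wald test (adjusted p = 0.0679).

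Interferon-stimulated genes as a group did not pass the test under vehicle: of 50 tested members 1 was higher and 2 were lower. Their median log2 fold change was 0, their mean -0.08 and the test's direction up (adjusted p = 0.805), and 14 of them had 3 counts or fewer in both vehicle groups. Rsad2 (0.05 ± 0.10) did not pass the test, while Trim25 (-0.89 ± 0.20) and Lgals3bp (-0.24 ± 0.05) were lower. Uba7, the activating enzyme of ISG15, was higher (0.66 ± 0.18), a call that ended without the control vehicle library of replicate 1 (adjusted p = 0.0672). MHC class I presentation genes were lower, with 5 of 19 called (7 adjusted over the list alone; adjusted p = 0.00378, and 0.0601 with an estimated correlation). H2-K1, which encodes a class I heavy chain, fell from 17 ± 2.02 to 5.63 ± 1.83 CPM (-1.61 ± 0.17), and B2m, the invariant class I chain, by -0.26 ± 0.06. H2-Q4 was lower (-1.40 ± 0.35), a call that ended without the control vehicle library of replicate 2 (adjusted p = 0.0625). Double-stranded RNA sensors (adjusted p = 0.833) and the GBP and IRG list (0.79) did not pass.

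Metabolic and structural lists shifted by small amounts under vehicle. Glycolysis and hypoxia genes were lower in 15 of 24 members (21 adjusted over the list alone), with a median of -0.23 (adjusted p = 2.64e-08, and 0.101 with an estimated correlation). Slc16a3, a lactate exporter (-0.43 ± 0.05), Pfkp (-0.43 ± 0.06) and Bnip3, a hypoxia-induced mitophagy gene (-0.53 ± 0.07), were among them. Cholesterol synthesis genes were lower in 6 of 24 (12 adjusted over the list alone; median -0.21, adjusted p = 4.5e-06), including Sqle (-0.25 ± 0.06) and Insig1 (-0.27 ± 0.06), and Hsd17b7 (-0.73 ± 0.17), whose call ended without the control vehicle library of replicate 2 (adjusted p = 0.0514). Of p53 targets 5 of 21 were lower (6 adjusted over the list alone; adjusted p = 0.00308), with Cdkn1a, a cell-cycle inhibitor (-0.34 ± 0.05), Ccng1 (-0.36 ± 0.05) and Perp (-1.42 ± 0.30). Matrix genes were lower in 5 of 19 and higher in 1 (8 and 1 adjusted over the list alone; adjusted p = 0.00038), including Sparc (-0.57 ± 0.05), Timp3 (-0.33 ± 0.05) and Col4a1 (-0.73 ± 0.15). The list of dedifferentiated melanoma was lower in 3 of 11 members (4 adjusted over the list alone; median -0.29, adjusted p = 5.61e-06), Jun among them (-0.41 ± 0.07).

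Ribosomal protein genes were slightly higher under vehicle, with 6 of 29 called (11 adjusted over the list alone; median 0.19, adjusted p = 8.38e-07), such as Rpl4 (0.21 ± 0.04) and Rps3 (0.21 ± 0.05). MYC targets and ribosome biogenesis genes were higher in 6 of 26 (adjusted p = 2.7e-05, and 0.0742 with an estimated correlation), including Ncl, nucleolin (0.23 ± 0.04), and Ppan (0.48 ± 0.11), whose call ended without the control vehicle library of replicate 2 (adjusted p = 0.0507). Histones and small RNAs were higher in 2 of 12 (5 adjusted over the list alone; adjusted p = 0.0275, and 0.563 with an estimated correlation). This call ended without Adar-null vehicle replicate 1 or 2 or control vehicle replicate 1 (adjusted p = 0.0621, 0.346 and 0.138). It was also lost with directional fry (adjusted p = 0.23). G1/S (2 of 30 higher, 4 adjusted over the list alone; adjusted p = 0.0854), G2/M (2 of 30 higher, adjusted p = 0.125) and checkpoint ligands (1 of 9 lower, 4 adjusted over the list alone; adjusted p = 0.093) did not pass. Without the Adar-null vehicle library of replicate 3, G1/S and G2/M passed (adjusted p = 0.0361 and 0.00607). Without the control vehicle library of replicate 1, G1/S and checkpoint ligands passed (adjusted p = 0.0185 and 0.0121). In the melanocyte list 3 of 24 were lower and 1 higher (adjusted p = 0.182), with Slc24a4 at -1.73 ± 0.27 and Tyrp1 at -0.20 ± 0.03. Of the 11561 genes tested 2573 had groups that did not overlap (chance gives 10%), 695 of them among the 753 calls. The count fell to 308 without the control vehicle library of replicate 2, to 393 and 463 without the Adar-null vehicle libraries of replicates 1 and 2, to 289 with the DESeq2 Wald test and to 17 against a 1.5-fold change.

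In control cells, the comparison of IFNb with vehicle gives the response of cells that have Adar. IFNb raised 3067 and lowered 3066 genes, 807 of them by at least 2-fold (487 up, 320 down). All 50 interferon-stimulated genes tested rose, with a median log2 fold change of 6.21 (adjusted p = 5.28e-47). Ifit1, an inhibitor of the translation of foreign RNA, rose by 9.12 ± 0.31, and Rsad2, an antiviral enzyme, from 21.3 ± 0.51 to 929 ± 18.0 CPM (5.45 ± 0.08). Oasl2 was at 0 in control cells with vehicle and at least 1705-fold higher with IFNb, and Oas3 at least 1140-fold higher. GBP and IRG genes rose in 21 of 22 members (median 5.95, or 5.71 with genes at 0 set to their bound; adjusted p = 4.82e-19), with Irgm1 at 5.99 ± 0.09. Of MHC class I genes 18 of 19 rose and 1 fell (median 3.53, adjusted p = 7.65e-14), including B2m (3.95 ± 0.05), H2-D1 (3.85 ± 0.06) and Tapbp, tapasin (4.06 ± 0.07). Double-stranded RNA sensors rose in 19 of 20 (20 adjusted over the list alone; adjusted p = 1.03e-14), such as Ddx58, which encodes RIG-I (6.44 ± 0.15), and Dhx58 (7.36 ± 0.34). Of the receptor and JAK-STAT list 11 of 18 rose and 2 fell (adjusted p = 0.000685), including Usp18, an inhibitor of the receptor (7.97 ± 0.30). Checkpoint and immune-recognition ligands rose in 5 of 9 (adjusted p = 0.000155), including Cd274, which encodes PD-L1 (2.51 ± 0.17), and Lgals9 (4.40 ± 0.08).

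ATF4 targets of the integrated stress response fell with IFNb in control cells: 30 of 31 tested members were lower (median -2.01, adjusted p = 5.07e-27). Adjusted over the list alone, the remaining member was called higher. Trib3, a pseudokinase gene on chromosome 2, fell from 324 ± 19 to 14.3 ± 1.48 CPM (-4.49 ± 0.09). Slc7a11, the cystine transporter (-4.53 ± 0.14), and the folate enzymes Aldh1l2 (-3.36 ± 0.06) and Mthfd2 (-2.60 ± 0.05) fell as well, as did Angptl6 (-4.90 ± 0.53) outside the list. p53 targets rose in 17 of 21 members and fell in 2 (median 1.22, adjusted p = 1.31e-05), with Cdkn1a at 2.56 ± 0.05 and Ccng1 at 1.43 ± 0.05. Cell death genes rose in 14 of 20 and fell in 2 (15 and 2 adjusted over the list alone; adjusted p = 2.92e-05), including Mlkl, the effector of necroptosis (2.27 ± 0.10). Cholesterol synthesis genes rose in 20 of 24 (with 1 of 24 lower adjusted over the list alone; median 0.44, adjusted p = 1.43e-05).

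Cell-cycle lists moved apart in control cells. G2/M genes fell in 26 of 30 members (median -0.41, adjusted p = 7.96e-07, and 0.0626 with an estimated correlation), with Top2a at -0.60 ± 0.04, Cenpf at -0.64 ± 0.05 and Ccnb2 at -1.12 ± 0.07. G1/S genes rose in 20 of 30 and fell in 1 (2 adjusted over the list alone; median 0.33, adjusted p = 0.00369, and 0.0626 with an estimated correlation), with the cyclin gene Ccne1 at 1.57 ± 0.09. MYC targets rose in 17 of 26 and fell in 1 (18 and 1 adjusted over the list alone; adjusted p = 3.09e-05, and 0.0573 with an estimated correlation). Glycolysis genes fell in 19 of 24 (median -0.42, adjusted p = 1.25e-05, and 0.151 with an estimated correlation), with Vegfa at -1.36 ± 0.06 and Pkm2 at -0.52 ± 0.04. Ribosomal protein genes fell in 16 of 29 and rose in 3 (adjusted p = 0.011, and 0.175 with an estimated correlation). The NF-kB list did not pass (5 of 14 higher, 3 lower, adjusted p = 0.616), although Csf1 rose (2.30 ± 0.14) and Tnfaip2 fell (-1.71 ± 0.08). Of the melanocyte genes Dct fell (-0.80 ± 0.03), Gpnmb rose (0.66 ± 0.03) and Tyrp1 did not pass (0.02 ± 0.03), and the list did not pass either (adjusted p = 0.145). Of the 11561 genes tested 6656 had groups that did not overlap (chance gives 10%), 5714 of them among the 6133 calls. With library size alone as the scaling, 2469 genes rose and 3796 fell; with TMM, 980 calls exceeded a 1.5-fold change.

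In Adar-null cells, the same comparison gives the response of the cells that received the guide against Adar. IFNb raised 4232 and lowered 4132 genes, 2426 of them by at least 2-fold (1079 up, 1347 down). All 50 interferon-stimulated genes rose (median 7.23, or 7.08 with genes at 0 set to their bound; adjusted p = 1.92e-30). Rsad2 reached 2922 ± 66.5 CPM (7.05 ± 0.07), Ifit1 rose by 10.55 ± 0.33, Ifit2 by 5.16 ± 0.05, and Oasl2 was at least 2313-fold higher. GBP and IRG genes rose in 22 of 22 (median 8.49, or 7.89 with bounds; adjusted p = 2.07e-14), including Cxcl10, a T cell chemokine (8.72 ± 0.19), and Irgm1 (5.76 ± 0.09). MHC class I genes rose in 18 of 19 (median 4.63, or 3.97 with bounds; adjusted p = 1.9e-09), with H2-D1 at 4.63 ± 0.06 and B2m at 3.83 ± 0.05. Double-stranded RNA sensors rose in 16 of 20 and fell in 1 (adjusted p = 5.21e-08). The receptor and JAK-STAT list rose in 10 of 18 and fell in 3 (adjusted p = 0.0225, and 0.0663 with an estimated correlation), with Usp18 at 9.26 ± 0.29.

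NF-kB and cytokine genes rose with IFNb in Adar-null cells, in 12 of 14 members with 1 lower (median 2.19, adjusted p = 7.61e-06). Ccl5, a chemokine gene on chromosome 11, went from 0.945 ± 0.444 to 265 ± 2.78 CPM (8.15 ± 0.35), and the NF-kB subunits Relb and Nfkb2 rose by 3.86 ± 0.15 and 2.18 ± 0.08. Ifnb1 itself, on chromosome 4 from 88522025 to 88522774 (minus strand), had 97 counts in the Adar-null libraries with IFNb (5.34 ± 0.362 CPM, 30 to 34 counts per library). It was at 0 in every library of the other groups, where a count of 0 allows up to 0.157 to 0.173 CPM, so it was at least 33.1-fold higher than in Adar-null cells with vehicle. Over the 10 interferon genes of the list the total was 112 counts in this group, against 0 in control cells with vehicle and 5 in each of the other groups. p53 targets rose in 17 of 21 and fell in 2 (median 1.66, adjusted p = 6.01e-06), with Cdkn1a at 3.48 ± 0.05 and Trp53inp1 at 2.07 ± 0.05. Cell death genes rose in 10 of 20 and fell in 4 (adjusted p = 0.0377, and 0.0735 with an estimated correlation).

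Replication and mitosis genes fell throughout in Adar-null cells with IFNb. All 30 G1/S genes were lower (median -2.69, adjusted p = 2.15e-15), including Rrm2, a ribonucleotide reductase subunit (-4.54 ± 0.11), Uhrf1 (-3.88 ± 0.09), the helicase gene Mcm2 (-2.34 ± 0.05) and E2f8 (-5.68 ± 0.37). All 30 G2/M genes were lower (median -3.37, adjusted p = 6.02e-18), with Top2a, DNA topoisomerase II alpha, going from 726 ± 19.7 to 38.7 ± 6.04 CPM (-4.22 ± 0.06) and Cenpf at -3.40 ± 0.08. Cholesterol synthesis genes fell in 19 of 24 and rose in 1 (median -0.82, adjusted p = 7.54e-06), including Srebf2 (-0.97 ± 0.05). Glycolysis genes fell in 23 of 24 and rose in 1 (median -1.91, adjusted p = 3.88e-09, and 0.0663 with an estimated correlation), with Slc16a3 at -5.74 ± 0.21, Ldha, lactate dehydrogenase A, at -2.92 ± 0.04 and Pkm2 at -1.75 ± 0.04. Nuclear genes of oxidative phosphorylation fell in 23 of 25 (1 of 25 higher adjusted over the list alone; median -0.69, adjusted p = 1.2e-06, and 0.0663 with an estimated correlation), such as Atp5b (-0.76 ± 0.04). Kbtbd11, on chromosome 8 from 15011025 to 15033333 (plus strand), had no count in the Adar-null libraries with IFNb and 548 with vehicle, which makes its count at least 178-fold lower. Reads were not examined, so whether transcription is lost or the 0 comes from counting is not known.

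ATF4 targets divided in Adar-null cells, with 17 of 31 higher and 10 lower (median 0.15, adjusted p = 0.18). Atf3 (2.69 ± 0.07), Ppp1r15a, a phosphatase subunit that reverses the block of translation (2.41 ± 0.06), and Slc3a2 (1.07 ± 0.04) rose, and Atf4 itself did not pass (0.02 ± 0.04). Heat shock and NRF2 targets rose in 11 of 16 and fell in 3 (adjusted p = 0.00328, and 0.0735 with an estimated correlation), including Hmox1, heme oxygenase (2.26 ± 0.05), and Srxn1 (2.42 ± 0.09). Melanocyte genes fell in 18 of 24 and rose in 3 (4 adjusted over the list alone; median -0.68, adjusted p = 0.000373, and 0.0746 with an estimated correlation), including the pigment enzyme gene Tyr (-1.57 ± 0.04) and the receptor gene Mc1r (-1.97 ± 0.06). Tyrp1 did not pass (0.00 ± 0.03, adjusted p = 0.945), but did with library size alone as the scaling, in the opposite direction (-0.0884, adjusted p = 0.00467). Checkpoint ligands rose in 6 of 9 and fell in 2 (adjusted p = 0.00736, and 0.0735 with an estimated correlation), with Cd274 at 4.47 ± 0.15 and Lgals9 at 4.04 ± 0.09. MYC targets rose in 20 of 26 and fell in 3 (adjusted p = 0.00128, and 0.0941 with an estimated correlation). Ribosomal protein genes fell in 18 of 29 and rose in 2 (adjusted p = 0.00535, and 0.117 with an estimated correlation), and histones and small RNAs fell in 9 of 12 and rose in 1 (adjusted p = 0.00252, and 0.26 with an estimated correlation). Of the 11561 genes tested 8523 had groups that did not overlap (chance gives 10%), 8003 of them among the 8364 calls. With library size alone as the scaling, 3618 genes rose and 4672 fell; with TMM, 3301 calls exceeded a 1.5-fold change.

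**Figure D2:**
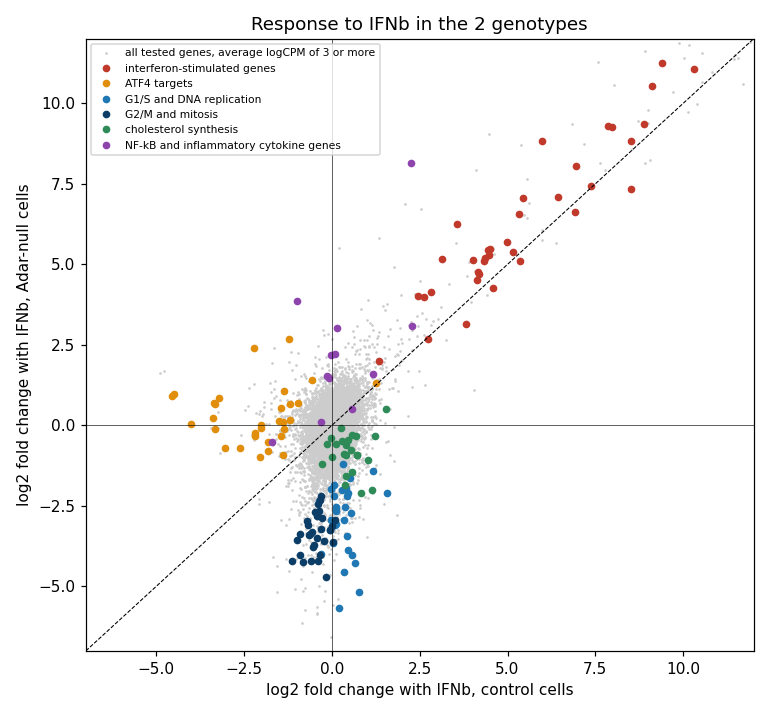
Log2 fold change with IFNb against vehicle in control cells (x axis) and Adar-null cells (y axis); each point is a gene, grey for tested genes with an average logCPM of at least 3 and coloured for members of 6 lists. List members at the floor under vehicle or with IFNb and points beyond the axes are not drawn, and the dashed line marks equal responses. ATF4 targets lie low on the x axis and on both sides of 0 on the y axis, and replication and mitosis genes lie low on the y axis.

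Adar-null and control cells were next compared under IFNb, which sets the treated states side by side. Of the tested genes 4203 were higher and 4185 lower in Adar-null cells, 2474 of them by at least 2-fold (1012 higher, 1462 lower). Interferon-stimulated genes were higher in 43 of 50 and lower in 6 (median 0.78, adjusted p = 3.42e-07). Mx1, an antiviral GTPase gene on chromosome 16, was at 1161 ± 26.8 CPM against 107 ± 9.90 CPM (3.43 ± 0.05), and Ifit2 (1.93 ± 0.04) and Rsad2 (1.65 ± 0.04) were higher too. GBP and IRG genes were higher in 18 of 22 and lower in 1 (adjusted p = 0.000415), with Cxcl10 at 1293 ± 15.9 against 194 ± 13.3 CPM (2.74 ± 0.04) and Gbp2 at 2.27 ± 0.06. MHC class I genes went both ways (10 of 19 higher, 5 lower, adjusted p = 0.439), with H2-D1 at 0.54 ± 0.04 and the proteasome activator Psme1 at -0.82 ± 0.07. Double-stranded RNA sensors went both ways as well (10 of 20 higher, 9 lower, adjusted p = 0.765), with Ifih1, which encodes MDA5, at 0.99 ± 0.04 and Ddx58 at 0.52 ± 0.04. NF-kB and cytokine genes were higher in 12 of 14 and lower in 1 (median 1.90, adjusted p = 6.24e-06), including Ccl5 (5.88 ± 0.16), Relb (4.72 ± 0.19) and Nfkb2 (2.23 ± 0.08). Ifnb1 was at least 33.8-fold higher than in control cells with IFNb.

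Under IFNb all 31 ATF4 targets were higher in Adar-null than in control cells (median 1.94, adjusted p = 1.37e-18). Trib3 was at 588 ± 37.9 against 14.3 ± 1.48 CPM (5.35 ± 0.09), Slc7a11 at 5.41 ± 0.14 and Aldh1l2 at 3.99 ± 0.06, and Angptl6 outside the list at 6.29 ± 0.52. Chaperones of the endoplasmic reticulum went both ways (7 of 18 higher, 9 lower; median -0.18 and mean 0.15, adjusted p = 0.957 in the upward direction), with Herpud1 at 2.44 ± 0.06 and Hspa5 at 1.15 ± 0.04. p53 targets were higher in 15 of 21 and lower in 3 (median 0.57, adjusted p = 0.00871), with the pro-apoptotic Bbc3 at 2.77 ± 0.12 and Mdm2 at 1.27 ± 0.05. Cell death genes went both ways (6 of 20 higher, 10 lower; median -0.17 and mean 0.14, adjusted p = 0.805 in the downward direction), with Bid at 0.96 ± 0.09. Heat shock and NRF2 targets did not pass as a list (10 of 16 higher, 5 lower, adjusted p = 0.135), with Hmox1 at 3.09 ± 0.06. Checkpoint ligands did not pass either (adjusted p = 0.765; median 0.08 and mean -0.01), with Cd274 at 2.09 ± 0.08 and Lgals9 at -0.69 ± 0.04. Among RNA editing and modification enzymes 6 of 13 were higher and 2 lower (adjusted p = 0.22), and Apobec1, a cytidine deaminase gene, was higher (1.98 ± 0.09).

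All 30 G1/S genes (median -2.85, adjusted p = 2.34e-16) and all 30 G2/M genes (median -2.94, adjusted p = 7.81e-17) were lower in Adar-null than in control cells under IFNb. Rrm2 (-4.87 ± 0.11), Uhrf1 (-4.15 ± 0.09), Top2a (-3.48 ± 0.06), Aurkb, a mitotic kinase gene (-4.47 ± 0.17), and Tk1, thymidine kinase, outside the lists (-5.49 ± 0.29) were among them. Cholesterol synthesis genes were lower in 23 of 24 (median -1.36, adjusted p = 1.87e-09). Glycolysis genes were lower in 22 of 24 and higher in 2 (median -1.78, adjusted p = 1.51e-07, and 0.106 with an estimated correlation), with Ldha at -2.67 ± 0.05 and Slc16a3 at -5.42 ± 0.22. Oxidative phosphorylation genes were lower in 22 of 25 (median -0.52, adjusted p = 7.77e-06, and 0.102 with an estimated correlation). Melanocyte genes were lower in 19 of 24 and higher in 4 (adjusted p = 0.000262, and 0.102 with an estimated correlation), including Mc1r (-1.83 ± 0.06) and Slc45a2 (-1.61 ± 0.04). Sox10 did not pass (0.04 ± 0.04, adjusted p = 0.347), but did with upper-quartile scaling (0.0473). The list of matrix and mesenchymal genes was lower in 12 of 19 and higher in 4 (adjusted p = 0.0291, and 0.14 with an estimated correlation). Lower members included the mesenchymal gene Vim, vimentin (-1.32 ± 0.04), and Sparc (-1.30 ± 0.05). Histones and small RNAs were lower in 9 of 12 (adjusted p = 0.0283, and 0.511 with an estimated correlation). Kbtbd11 was at least 146-fold lower. Of the 11561 genes tested 8559 had groups that did not overlap (chance gives 10%), 8032 of them among the 8388 calls, and 3306 calls exceeded a 1.5-fold change.

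**Figure D3:**
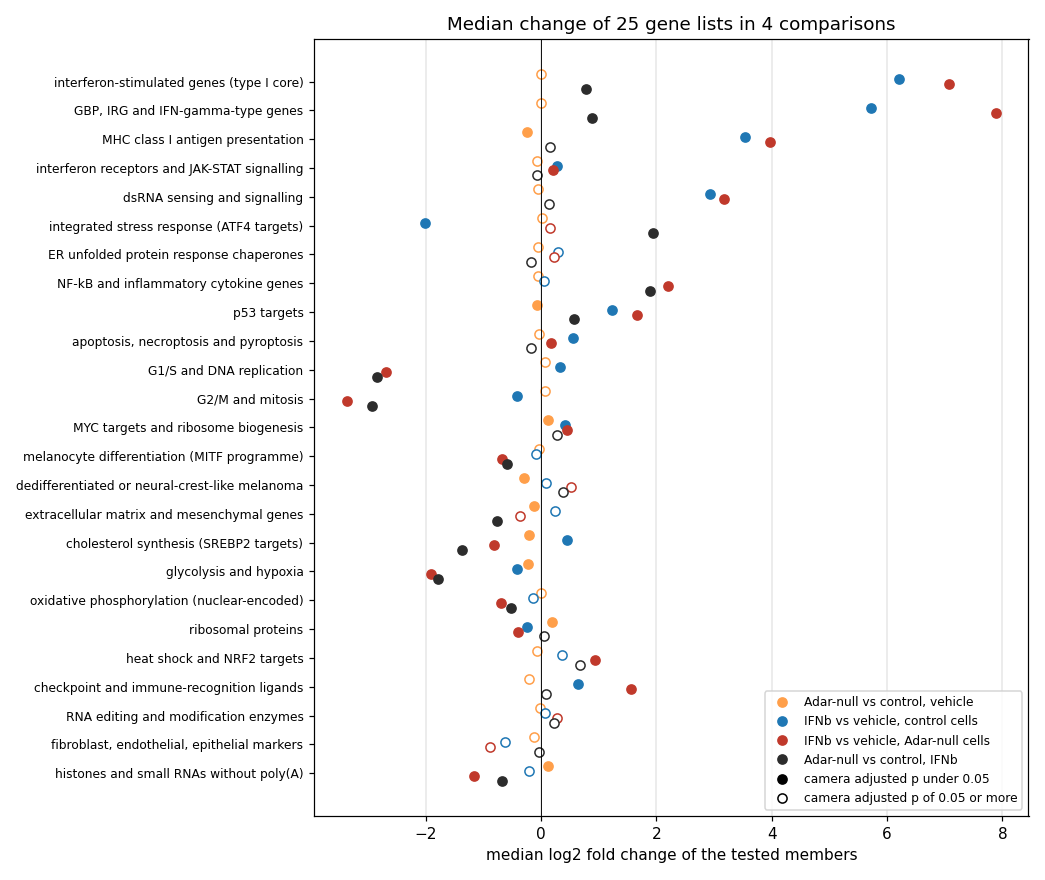
Median log2 fold change of the tested members of 25 gene lists (y axis) in 4 comparisons (colours), with genes at 0 in a group set to their bound; filled points have a camera adjusted p under 0.05 with the preset correlation. The medians of the vehicle comparison all lie near 0, the ATF4 targets lie at -2.01 with IFNb in control cells and at 0.15 in Adar-null cells, and the G2/M list lies at -3.37 in Adar-null cells.

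The interaction tests directly whether the response to IFNb differed between genotypes. It was called for 6855 genes, 3308 with a more positive and 3547 with a more negative response in Adar-null cells, and for 2265 of them the difference was at least 2-fold (909 and 1356). The responses of ATF4 targets were more positive in 30 of 31 members (median 1.94, adjusted p = 3.02e-21), with Trib3 at 5.48 ± 0.09, Slc7a11 at 5.44 ± 0.14 and Aldh1l2 at 4.06 ± 0.07. NF-kB and cytokine genes had a more positive response in 11 of 14 (median 1.88, adjusted p = 9.06e-07), with Ccl5 at 5.91 ± 0.53, Relb at 4.85 ± 0.27 and Nfkb2 at 2.19 ± 0.12. A more positive response can be a smaller fall: Tnfaip2 changed by -1.71 in control and by -0.51 in Adar-null cells. Interferon-stimulated genes responded more in 26 of 50 and less in 1 (median 0.81, adjusted p = 4.39e-07), with Ifit2 at 2.04 ± 0.07. GBP and IRG genes responded more in 5 of 22 (median 0.71, adjusted p = 0.000505), with Cxcl10 at 3.33 ± 0.25 and Gbp2 at 2.08 ± 0.43. Irgm1 did not pass (-0.23 ± 0.13, adjusted p = 0.113), but did without the control vehicle library of replicate 2 (0.015). MHC class I genes did not pass as a list (7 of 19 more positive, 3 more negative, adjusted p = 0.0978), with H2-D1 at 0.78 ± 0.09. B2m did not pass (-0.12 ± 0.07, adjusted p = 0.111), but did without the Adar-null IFNb library of replicate 3 (0.0349) or the control vehicle library of replicate 2 (0.0397). The responses of p53 targets were more positive in 15 of 21 and more negative in 2 (adjusted p = 0.000899), with Bbc3 at 2.83 ± 0.18 and Mdm2 at 1.27 ± 0.08. Adar itself differed by 0.36 ± 0.08 (adjusted p = 2.93e-05), Cd274 by 1.96 ± 0.23 and Hmox1 by 3.22 ± 0.08.

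The responses of all 30 G1/S genes (median -3.04, adjusted p = 3.38e-19) and all 30 G2/M genes (median -2.95, adjusted p = 6.62e-20) were more negative in Adar-null cells, with Rrm2 at -4.88 ± 0.11, Uhrf1 at -4.33 ± 0.10 and Top2a at -3.61 ± 0.07. The same held for 23 of 24 cholesterol synthesis genes (median -1.11, adjusted p = 3.99e-09). It held for 20 of 24 glycolysis genes with 2 opposite (adjusted p = 4.39e-07, and 0.123 with an estimated correlation), with Ldha at -2.50 ± 0.06. It held for 22 of 25 oxidative phosphorylation genes (adjusted p = 1.2e-05, and 0.121 with an estimated correlation) and for 15 of 24 melanocyte genes with 3 opposite (16 and 3 adjusted over the list alone; adjusted p = 0.000516, and 0.123 with an estimated correlation), with Mc1r at -1.95 ± 0.07. Histones and small RNAs were more negative in 9 of 12 (adjusted p = 0.0043, and 0.358 with an estimated correlation). Matrix genes were more negative in 10 of 19 and more positive in 3, at the threshold (adjusted p = 0.049, and 0.175 with an estimated correlation). This list no longer passed, at adjusted p values of 0.0506 to 0.0648, without the control vehicle library of replicate 1 or 2, the control IFNb library of replicate 1 or 3, or the Adar-null vehicle or IFNb library of replicate 3. The matrix list also lost its call with the replicate number as a block (adjusted p = 0.0634). For 2592 genes the difference exceeded 1.5-fold.

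The responses of both genotypes were also overlapped. Of the genes called with IFNb, 3396 moved the same way in both genotypes: 1725 rose in both, where independent lists would share 1122.7, and 1671 fell in both, where 1095.81 would be shared. A further 1428 genes were called in opposite directions, 745 rising in control and falling in Adar-null cells and 683 the reverse. The log2 fold changes correlated across genes with r = 0.650; genes are not independent replicates. With library size alone as the scaling, 1340 genes rose and 2219 fell in both genotypes. Of the genes that differed between genotypes under vehicle, 298 also moved in the same direction with IFNb in control cells (117 higher, 181 lower, against 75.6 and 124 for independent lists), and 226 moved in the opposite direction (90 higher under vehicle and lower with IFNb, 136 the reverse, against 75.6 and 124), so both directions exceed independent lists. With an absolute log2 fold change of at least 1 in both, 4 moved the same way and 8 opposite ways. These comparisons share the control vehicle libraries. Their log2 fold changes correlated with r = 0.0243 and had a covariance of 0.00723. In 20 simulations of unchanged groups against shared controls, r was 0.525, the covariance 0.0118 and the number of shared calls 0. As no gene was changed in them, that 0 is no chance value for shared calls among changed genes. With 3 controls no split leaves 2 in each part, so part of the excess in the same direction may come from the shared controls. With library size alone as the scaling, 79 genes were higher and 203 lower in both comparisons. Without the control vehicle library of replicate 2, 97 genes were shared, with the DESeq2 Wald test 104 and against a 1.5-fold change 2.

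Markers of other cell types were near the floor or low in all groups. The 20 leukocyte markers together held 3.76 CPM in control cells with vehicle, 6.03 in control cells with IFNb, 4.39 in Adar-null cells with vehicle and 4.82 in Adar-null cells with IFNb, with Cd68 holding the most counts in each. It was the 1 member tested, and it rose with IFNb in both genotypes (1.33 ± 0.41 and 0.91 ± 0.39). The call in Adar-null cells ended with the DESeq2 Wald test (adjusted p = 0.0982), without the Adar-null IFNb library of replicate 1 (0.128) and without the Adar-null vehicle library of replicate 2 or 3 (0.0805 and 0.0624). The 19 markers of fibroblasts, endothelium and epithelium together held 19.4, 12.3, 18.0 and 25.5 CPM in the same order, and the 4 tested members did not pass as a list in any comparison (adjusted p = 0.606, 0.141, 0.641, 0.765 and 0.665 in the order of the comparisons above). Members were called nonetheless: 2 of 4 were lower with IFNb in control cells, and 1 was higher and 2 lower in Adar-null cells. Under IFNb 2 were higher and 1 lower in Adar-null than in control cells. In the interaction 2 had a more positive response (1 adjusted over the list alone). Of the 19 markers Pdgfrb had the most counts in 3 groups and Vwf, with 232, in Adar-null cells with IFNb; the 3 genes just named stand for the top of each list and were chosen after their values were seen. Mitochondrial transcripts of the fixed list are not analysed here, as 0 of 15 symbols were found. Rn45s took 21.8% ± 0.53 of the counts in control cells with vehicle, 25.2% ± 0.23 with IFNb, 22% ± 0.90 in Adar-null cells with vehicle and 27.0% ± 1.38 with IFNb.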

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

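Chosen only after the results were seen were the tests of copy number, of scaling, of the Rn45s share and of slower growth; those of GC content with gene length, and the counts over other splits of the libraries, were not. The results below were singled out because the response to IFNb differed between Adar-null and control cells by the test of the interaction. Each value is the log2 fold change with IFNb in Adar-null cells minus that in control cells, as a median for a list.

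By list, the response was more positive in Adar-null cells for ATF4 targets (1.94; -2.01 in control and 0.15 in Adar-null cells), NF-kB and cytokine genes (1.88; 0.05 and 2.19), interferon-stimulated genes (0.81; 6.21 and 7.23), GBP and IRG genes (0.71; 5.95 and 8.49) and p53 targets (0.58; 1.22 and 1.66). It was more negative for G1/S genes (-3.04; 0.33 and -2.69), G2/M genes (-2.95; -0.41 and -3.37), glycolysis genes (-1.41; -0.42 and -1.91), cholesterol synthesis genes (-1.11; 0.44 and -0.82), histones and small RNAs (-0.86; -0.20 and -1.16), matrix genes (-0.72; 0.24 and -0.36), melanocyte genes (-0.56; -0.08 and -0.68) and oxidative phosphorylation genes (-0.53; -0.13 and -0.69). With an estimated correlation the calls of the glycolysis, oxidative phosphorylation, melanocyte, matrix and histone lists were lost, at adjusted p values of 0.123, 0.121, 0.123, 0.175 and 0.358. With genes at 0 set to their bound, the GBP and IRG medians were 5.71 in control and 7.89 in Adar-null cells. The median of interferon-stimulated genes in Adar-null cells was then 7.08. No bounded median is given for the interaction, so the interaction medians of these lists may depend on the prior count.

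Among interferon-stimulated and GBP genes the difference was 2.85 for Mx1, 2.04 for Ifit2, 1.61 for Rsad2, 1.43 for Ifit1, 1.29 for Usp18, 1.22 for Ifih1, 0.67 for Ddx58, 3.33 for Cxcl10, 2.08 for Gbp2 and 0.36 for Adar itself, and -0.68 for Lgals3bp. For genes of antigen presentation and checkpoint ligands it was 0.78 for H2-D1, 0.72 for Tapbp, -0.81 for Psme1, 1.96 for Cd274 and -0.36 for Lgals9. For cytokine and NF-kB genes it was 5.91 for Ccl5, 4.85 for Relb, 2.19 for Nfkb2, 1.19 for Tnfaip2 and 0.78 for Csf1. For the editing enzyme gene Apobec1 it was 1.70.

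Among stress-response genes the difference was 5.48 for Trib3, 5.44 for Slc7a11, 4.62 for Ppp1r15a, 4.06 for Aldh1l2, 3.89 for Atf3, 2.43 for Slc3a2, 2.02 for Atf4 and 1.91 for Mthfd2, 6.51 for Angptl6, 3.22 for Hmox1, 1.85 for Srxn1, 2.42 for Herpud1 and 1.18 for Hspa5. For p53 targets and cell death genes it was 2.83 for Bbc3, 1.27 for Mdm2, 0.91 for Cdkn1a, 0.79 for Trp53inp1, 0.35 for Ccng1, 0.85 for Bid and 0.68 for Mlkl.

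Among replication and mitosis genes the difference was -5.89 for E2f8, -5.55 for Tk1, -4.88 for Rrm2, -4.55 for Aurkb, -4.33 for Uhrf1, -3.67 for Ccne1, -3.61 for Top2a, -3.10 for Ccnb2, -2.76 for Cenpf and -1.98 for Mcm2. For metabolic genes it was -4.99 for Slc16a3, -2.50 for Ldha, -1.23 for Pkm2, 1.10 for Vegfa, -0.98 for Srebf2 and -0.48 for Atp5b. For genes of the melanocyte list and of the matrix and mesenchymal list it was -1.95 for Mc1r, -1.51 for Slc45a2, -0.98 for Tyr, -1.34 for Vim and -0.73 for Sparc. The fitted value for Kbtbd11 was -9.75; this gene had no count in Adar-null cells with IFNb, so the fitted value depends on the prior count. Adjusted p values of the genes in these paragraphs were 0.00799 or less, the largest being that of Lgals9.

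The vehicle difference between genotypes, 753 genes, was weighed first. After a trend on GC content and gene length was removed per library, 91.5% of the 750 called genes with a GC value kept call and direction, which argues against such a trend as the whole cause. The log2 fold changes of neighbouring genes correlated with rho = 0.142, against 0.0221 at the upper end of 1000 shuffled gene orders and 0.0456 for the IFNb response of control cells, so copy-number differences between the subcloned populations may account for part of the calls. After the median of the 25 neighbours on each side was removed, 525 of 736 calls (71.3%) kept call and direction. The removed medians lay between -0.164 and 0.103, against a median absolute log2 fold change of 0.271 for called genes. This argues against copy-number differences as broad as this window as the whole cause. Narrower ones, down to a single gene, would not be removed and were not tested. An effect of the guide against Adar, narrower copy-number differences and other differences between subcloned populations all stay open, as each genotype is a single guide.

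The broad interaction, 6855 genes, was weighed next. With a trend on GC content and gene length removed, 94.5% of 6795 calls kept call and direction. The median interaction of all genes moved over a range of 0.0457 between 5 scalings, and the Rn45s share can shift all other genes by at most 0.0982 between groups, against a median of -2.95 for the G2/M list. These values argue against each of the 3 as the whole cause. A biological difference between the genotypes in their response to IFNb is a hypothesis that stays open, together with differences between subcloned populations, and the amount of RNA per cell was not measured here.

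The fall of ATF4 targets as a list with IFNb in control cells, against a list that divided in Adar-null cells (17 of 31 higher, 10 lower), was weighed last. All 30 targets with an interaction call (100%) kept it with a trend on GC content and gene length removed. This argues against such a trend as the whole cause. If slower growth alone made the pattern, these genes would have fallen at least as far in Adar-null cells, whose mitosis genes fell further. Their median there was 0.15, above -1, which is 50% of the fall in control cells. That median is part of the pattern being weighed, so it is no separate test. Set beside the further fall of mitosis genes, it argues against slower growth as the whole cause. As the cause of the fall in control cells, slower growth stays open, since the 17 members that rose in Adar-null cells can mask a fall. Activation of the stress response in Adar-null cells on top of a fall common to both genotypes, and a loss of the fall itself, remain open as hypotheses that no test here separates.

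Other splits of the same libraries were counted for each comparison. For comparisons of 3 against 3 libraries, the 10 splits are too few for a share under 0.05. The real splits gave 753, 6133, 8364 and 8388 genes in the order of the report, and the highest of the other splits 2, 0, 0 and 0; for lists the real splits gave 9, 15, 19 and 13 and the highest others 8, 15, 16 and 12. In each case 1 split, the real one, reached the real value, except that 2 splits reached 15 lists in the IFNb response of control cells. For the interaction, 2 of 100 drawn splits, the real one included, gave as many genes as the 6855 observed (highest other 6868). The 14 drawn splits that kept the IFNb libraries of each genotype together gave 6559 to 6868 genes and the others at most 0, so the count follows the structure of the IFNb libraries, whichever way the vehicle libraries are divided, and the share of splits does not test the interaction itself. For lists, 6 of 100 splits reached the real value of 13, a share that mixes both kinds of split: those that kept the IFNb libraries together gave 11 to 13 lists. A split that mixed the IFNb libraries gave 14 lists, the highest other value. Each side of a mixed split still holds libraries of both groups in unequal numbers, so part of the real difference remains. The same holds for the splits of 3 against 3 libraries. The list counts of mixed splits therefore neither show nor exclude chance for the number of lists called.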

How the results depend on the processing

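Chosen only after seeing the data was the alternative without Rn45s in the library sizes, which gave 758, 6129, 8381, 8403 and 6837 genes for the 5 comparisons in the order of the report and 3393 and 303 genes for the overlaps. Of the values for named genes under alternatives, 3115 kept their side of the threshold (13 of them not passing and with a changed sign), 43 lost and 7 gained the threshold; of those for lists, 1197 kept it (11 not passing and with a changed direction), 40 lost and 37 gained it. Passing against the main direction were 2: Tyrp1 with IFNb in Adar-null cells with library size alone (-0.0884, from 0.00), and heat shock and NRF2 targets with IFNb in control cells by fry (down, adjusted p = 0.00806; camera up, 0.46). Of the Adar levels 14 moved by less than the spread between replicates, and 2 by more: without TMM, 74.3 CPM in control cells with vehicle and 375.6 CPM with IFNb. Against a 1.5-fold change, 17, 980, 3301, 3306 and 2592 genes passed, and 486 and 2 genes in the overlaps, a smaller count by the construction of the test. With an absolute log2 fold change of at least 1 the overlaps held 402 and 4 genes in the same direction, and 61 and 8 in opposite directions. The DESeq2 Wald test called 289 genes in the vehicle comparison, 284 of them with the call and direction of edgeR, and 104 genes in the second overlap; the cause was not tested. Camera with an estimated correlation called 5, 9, 8 and 8 lists for the vehicle comparison, the IFNb response of Adar-null cells, the genotypes under IFNb and the interaction. Fry, which does not compare a list with other genes, called 23, 22 and 23 lists in its directional form for the IFNb response of control cells, the genotypes under IFNb and the interaction. In its mixed form it called 20 for the vehicle comparison and 25 for each of those 3.

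With single libraries left out, 308 to 723 genes were called in the vehicle comparison, 5533 to 5763 and 7971 to 8136 for the IFNb responses of control and Adar-null cells, 8001 to 8126 for the genotypes under IFNb and 6526 to 6702 for the interaction. The lowest vehicle count, 308, was without the control library of replicate 2 (298 of these genes were among the 753, in the same direction); 393 and 463 genes were called without the Adar-null libraries of replicates 1 and 2. The second overlap ranged from 97, without the same control library, to 319. Lists called ranged from 8 to 11, 15 to 15, 19 to 19, 13 to 13 and 12 to 13. Without single vehicle libraries the histone list lost its vehicle call: without those of Adar-null replicates 1 and 2 and control replicate 1, adjusted p was 0.0621, 0.346 and 0.138. Lists that did not pass gained a vehicle call: G1/S and G2/M without Adar-null replicate 3 (0.0361 and 0.00607), and G1/S and checkpoint ligands without control replicate 1 (0.0185 and 0.0121). Fewer samples lower the number of calls by construction; other causes were not tested.

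With the replicate number as a block, 711, 6075, 8338, 8347 and 6816 genes, 3351 and 287 genes in the overlaps, and 9, 15, 19, 13 and 12 lists were called; the matrix list lost its interaction call (adjusted p = 0.0634). The numbers do not pair the samples: over 18 pairs of libraries with the same number in different groups, deviations from the group means correlated with r from -0.0653 to 0.0621, and 1 of 12 libraries correlated best with its own number. Depth limits genes near the floor: Ifnb1 and other interferon genes at 0 were not detectable at this depth in the other groups.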

Other observations

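The test of 2-cell-stage genes below was chosen only after its first genes had been seen, and the genes of this part are outside the rule for named genes and were chosen after their values were seen. A search for genes with at least 30 counts over the libraries of a single group and none elsewhere found 11 genes in Adar-null cells with IFNb and 0 in each of the other groups. Besides Ifnb1 (97 counts) and Il6 (81), these were Hist1h2aa (102), Gm12794 (60), Dtx1 (46), Dub1 (44), Gpa33 (41), Dub2a (32), Scrt1 (32), Tmem92 (32) and Fam189a1 (31). Dub1 and Dub2a belong to a family of deubiquitinase genes known from the 2-cell embryo, where the transcription factor Dux switches on a set of genes and repeats. Dux itself had 11 counts in this group and 1 in control cells with IFNb, Dub3 71 and 1, Dub1a 18 and 0, Tcstv1 9 and 0, Usp17l5 5 and 0, and Zscan4c 4 and 0; Zscan4d had 4, and 1 in control cells with vehicle. The 20 genes of these families in the table had 55, 97 and 53 counts in the 3 Adar-null libraries with IFNb and 0 or 1 in every other library. The families have near-identical copies, so the division of counts among members is uncertain.

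A candidate explanation is that a small part of the embryonic 2-cell programme is transcribed in Adar-null cells with IFNb. It was tested on the 18 family genes that the search had not shown, all with 1 count or fewer in the other 3 groups together. Of these 66.7% (12 genes) had a count in Adar-null cells with IFNb, against 16.9% (1363) of 8068 other genes at that level (one-sided Fisher's exact test, p = 3.78e-06). Genes are not independent, and shared reads between copies can raise the share, so this stays a hypothesis.

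The opposite pattern, no count in a group and at least 100 in each of the others, was found for 1 gene, Kbtbd11, in Adar-null cells with IFNb. Reads were not examined and the settings of the counting are not stated, so a counting effect was not tested. If all libraries were counted with the same annotation, an overlap with an antisense gene would act on every library. Kbtbd11 had 143 to 260 counts per library in the vehicle groups and 148 to 161 in control cells with IFNb. These values argue against such an overlap alone. Its level was 29.3 ± 4.41 CPM in Adar-null cells with vehicle and 24.2 ± 2.75 CPM in control cells with IFNb. Its neighbours on chromosome 8 kept counts: Arhgef10, from 14906412 to 15001085, was at 22.5 ± 3.58 CPM in Adar-null cells with IFNb and at 36.0 ± 2.58 with vehicle, and Cln8, from 14881335 to 14901720, at 98.6 ± 1.95 and 75.8 ± 5.58 CPM. Loxl2 and Oca2, lower in Adar-null cells under vehicle, each had 1 count in the 3 Adar-null libraries with IFNb; the ratio to control cells with IFNb was 0.0114 (95% counting interval 0.000284 to 0.0648) for Loxl2 and 0.00607 (0.000153 to 0.0343) for Oca2.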
